A study of Homo sapiens with 12 samples.

How the data were processed

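RNA abundance of reporter variants was compared between cells treated with vehicle (DMSO) and cells treated with an inhibitor of SMG1, the kinase that starts nonsense-mediated mRNA decay (NMD). Human embryonic kidney HEK293T cells carried 1 of 2 reporter libraries, named EJC-independent and EJC-enhanced after the exon junction complex, at a single genomic place reached by Cre-Lox recombination. Per the labels, the inhibitor was given at 0.5 µM for 24 hours, and each of the 4 groups has 3 replicate libraries, which makes 12 libraries. The labels do not say whether the replicates are separate cultures. The genome coordinates of the integration place are not given in the sources used here, so variants are located only within the reporter, by their 10 bases: 6 random bases (the penultimate codon, then the last codon), a stop codon or TGG, and the base after it. TGG codes for tryptophan and is the control without NMD, per the labels.

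The authors deposited 1 table per reporter with 1 comparison of the treatments per variant and no value per library. The submitters' processing notes name both DESeq and DESeq2, with no version given in the sources used here, and the columns of the tables have the names that DESeq2 writes. How reads were processed and assigned to variants is not given in the sources used here either. Per the file headers, each row gives a mean normalized count over the libraries of that reporter, a log2 fold change with its standard error on the log2 scale, a Wald score, a p-value and an adjusted p-value. Recomputing the Benjamini-Hochberg adjustment over each table's rows returned the deposited adjusted p-values. The tables do not state which treatment is the numerator. As deposited, TGG variants centre near 0 and stop codon variants are negative. The sign was reversed here, so that a positive response is taken to mean more RNA under the inhibitor than under DMSO. If the numerator were the other treatment, every sign of the response would turn, while the sizes of the differences between contexts would stay. The fold change is relative to the scaling inside the deposited comparison, and the 2 tables were normalized apart, so levels are compared between reporters only after subtraction of each table's own TGG variants or its own mean.

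The design fixed before the data were examined had 1 form for tables with counts per library and another for tables with only the authors' comparison. The second form applied: single variants are counted by the deposited adjusted p at 0.05 with no test of own, and no size factors, replicate blocks or left-out replicates could be computed. Variants with a mean normalized count of 10 or more were used, 41740 of 41955 listed in the EJC-independent table and 51167 of 51306 in the EJC-enhanced table. Variants with an in-frame stop codon among the random bases were left out of all comparisons except the one on such stop codons. Depth per library is not known from these tables. The mean normalized count sums to 31033950 per library for the EJC-independent reporter and to 18874316 for the EJC-enhanced reporter. Its median per variant is 245.6 and 155.2, and the median standard error of a single log2 fold change is 0.33 and 0.53, so single variants are imprecise and the results rest on means over many variants.

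Stop variants were paired with TGG variants that have the same random bases and the same following base. The mean difference per last codon was tested by flipping its sign over the 61 sense codons, two-sided, with 100000 resamples. Stop codons were compared with each other, and the 4 following bases with each other, in the same way within matched contexts. For each of 20 amino acids the mean over its codons was set against the mean over the other sense codons, and amino acids were permuted over codons, exactly where at most 1e+06 splits exist and otherwise with 100000 resamples. The smallest p that resampling can give is 1e-05. The share of the variance of codon means that lies between amino acids was tested one-sided by permuting amino acids over codons. In-frame stop codons within the random bases of TGG variants were tested by exact permutation over the 64 codons. A set of 14 context lists, fixed beforehand, was tested by permutation over contexts of 6 random bases. Benjamini-Hochberg adjustment was made within each family and reporter. Standard errors and 95% intervals of means run over variants. Variants are sequences and not replicate cultures, so these errors and p-values describe the spread between sequences in the same libraries.

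Contexts named in the text follow a rule fixed before the data were examined: every stop codon and following base, glycine and tyrosine as last codon, the 4 highest and 4 lowest amino acids and codons in last position, the 3 highest and 3 lowest amino acids in penultimate position, the 4 glycine codons, and the 5 highest and 5 lowest single stop variants with a mean count of 100 or more and an adjusted p under 0.05. Other contexts named in the text were chosen after their values were seen. Alternatives to the count filter, the weights, the mean, the matching, the pooling of stop codons and the base composition were computed where they apply. Those on the pooling of stop codons, base composition, splice-like contexts and TGG partners were limited to amino acids, the following base, the codon share, the lists and the agreement of the reporters, and that on matching to stop codons against TGG. Counts of single variants were repeated with other count filters and call thresholds. Contexts as test units in place of codons, and a test of stop codon differences between the reporters, were added after the data were seen.

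The code for amino acids and stop codons was tested on simulated responses for the 41740 variants of the EJC-independent table. The largest error over 6 simulated effects was 0.01 on the log2 scale. With codons as units, a simulated glycine effect of 0.40 was called (adjusted p 3.83e-05 in the permutation test), as was a tyrosine effect of -0.34 (adjusted p 0.0382), while a threonine effect of 0.18 was recovered as 0.18 but not called (adjusted p 0.113). In the data threonine stood higher, at 0.38, and a tyrosine effect of -0.32 had an adjusted exact permutation p of 0.106. The simulated calls therefore do not give the power of this test in the data. With no effect simulated for the EJC-enhanced table, 0 of 20 amino acids were called. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.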

Results

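The series asks how the sequence around a premature stop codon bears on the efficiency of NMD, the pathway that degrades mRNAs on which translation ends early. Both reporters carry the same randomized window. In the EJC-independent reporter decay does not depend on an exon junction complex downstream of the stop codon, and in the EJC-enhanced reporter such a complex raises it. Each reporter was measured in 3 DMSO libraries and 3 SMG1 inhibitor libraries. The response of a variant is the log2 ratio of its RNA under the inhibitor to that under DMSO, with the direction taken as described with the processing, so a larger response is read as more decay in untreated cells. The tables list 41955 variants of the EJC-independent reporter (64.02% of the 65536 possible) and 51306 of the EJC-enhanced reporter (78.29%).

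Most stop codon variants had more RNA under the inhibitor relative to TGG variants, which centred near 0 in both tables. How the tables were scaled is not stated, so the place of 0, and with it the calls against 0, may have been set by the scaling, while differences between stop and TGG variants do not depend on it. The authors' deposited table for the EJC-independent reporter has 24575 of 28964 stop variants with a higher level under the inhibitor at an adjusted p under 0.05 (84.9%), and 3 with a lower level. The authors' deposited table for the EJC-enhanced reporter has 29591 of 34522 higher (85.7%) and 1 lower. Among TGG variants, the authors' deposited table of the EJC-independent reporter has 420 higher and 414 lower of 10272, and that of the EJC-enhanced reporter 361 higher and 180 lower of 13093. The mean response of stop variants was 1.72 for the EJC-independent reporter (3.29-fold) and 2.29 for the EJC-enhanced reporter (4.89-fold), while TGG variants averaged -0.02 and 0.03. Single variants spread around these means by 0.62 and 0.76 (SD over stop variants).

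**Figure D1:**
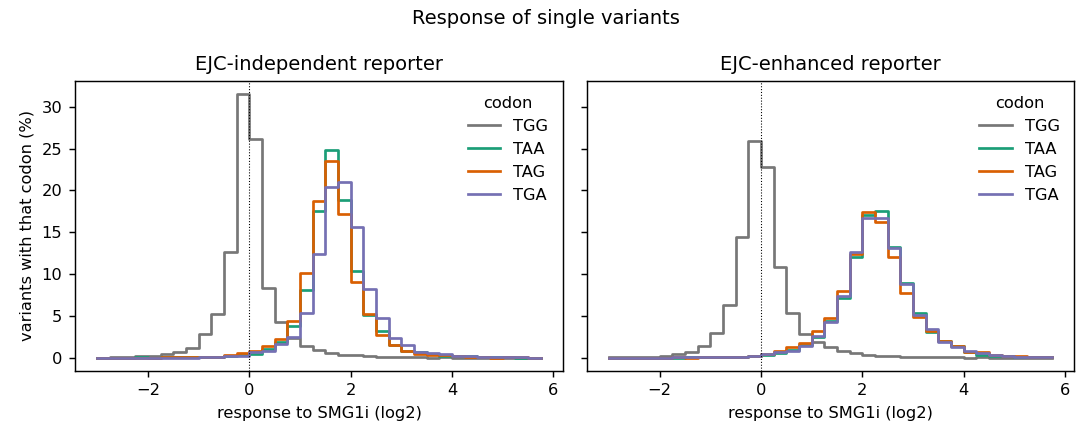
Percent of variants (y axis) by response to the SMG1 inhibitor on the log2 scale (x axis, bins of 0.25) for TGG and the 3 stop codons, without variants that have an in-frame stop codon in the random bases. TGG variants centre near 0 in both reporters, and stop variants centre near 1.72 in the EJC-independent and near 2.29 in the EJC-enhanced reporter.

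Against TGG variants with the same flanking bases, stop codons raised the response by 1.73 (3.31-fold) in the EJC-independent reporter, with an SD of 0.19 over the 61 last codons and 24075 matched pairs. The EJC-enhanced reporter gave 2.26 (4.78-fold), with an SD of 0.06 and 32659 pairs. Each stop codon passed the permutation test in each reporter (p 1e-05, the smallest that can be reached). By stop codon, the EJC-independent reporter gave 1.85 for TGA, 1.704 for TAA and 1.63 for TAG, and the EJC-enhanced reporter gave 2.27 for TGA, 2.27 for TAA and 2.23 for TAG. The stop codon effect was larger in the EJC-enhanced reporter by 0.53 (SD over last codons 0.20, permutation p 1e-05).

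The stop codons differed from each other, most of all in the EJC-independent reporter, where TGA gave the highest response. There, in matched contexts, TGA exceeded TAG by 0.20 and TAA by 0.15, and TAA exceeded TAG by 0.06 (adjusted permutation p 1e-05 for each). In the EJC-enhanced reporter TGA exceeded TAG by 0.04 (adjusted permutation p 0.0017) and TAA exceeded TAG by 0.05 (adjusted permutation p 0.00105), while TGA and TAA differed by 0.00 (p 0.83). The 2 small differences of the EJC-enhanced reporter each lost their call under 1 alternative, the median over variants for the first and a mean count of 50 or more for the second.

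Stop codons that arose by chance in the random bases of TGG variants also raised the response, which gives a control inside the TGG arm. With the stop codon in the place of the last codon, the mean response was 1.76 ± 0.04 (SE, 317 variants) in the EJC-independent and 2.23 ± 0.04 (449 variants) in the EJC-enhanced reporter. With the stop codon in the place of the penultimate codon, it was 2.12 ± 0.04 (310 variants) and 2.15 ± 0.04 (454 variants). TGG variants with a sense codon in these places averaged between -0.02 and 0.02. Each of these differences had an exact permutation p of 2.4e-05 over the 64 codons, the smallest that 3 stop codons against 61 sense codons allow.

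The amino acid of the last codon before the stop codon, which is the one linked to the tRNA in the P site at termination, went with large differences in the EJC-independent reporter. Glycine had the highest mean response, 2.13, which is 0.43 above the other codons (95% interval 0.39 to 0.47, adjusted exact permutation p 0.000268). Threonine followed with 2.08, an effect of 0.38 (interval 0.36 to 0.41, adjusted exact permutation p 0.00123), and stood above glycine in 2 alternatives, 0.45 against 0.38 after subtraction of the matched TGG variants and 0.39 against 0.38 with a linear term for G or C. Tyrosine had the lowest mean, 1.42, an effect of -0.32 (interval -0.36 to -0.28), but it did not pass the test over codons (p 0.0159, adjusted exact permutation p 0.106). Its codons TAT and TAC were the lowest of all, so no other pair could have had a lower mean. Its p instead counts pairs of high codons, such as those of glycine and threonine, that lie at least as far from the rest. The missing call in the test over codons therefore says little about tyrosine. Phenylalanine (1.49), histidine (1.495) and glutamine (1.51) were next above tyrosine, and aspartate (1.803) and serine (1.79) next below threonine, and none of these passed that test. The highest and lowest amino acids were 0.71 apart (1.64-fold). In the TGG variants of the same reporter glycine stood at 0.04, threonine at -0.03 and tyrosine at -0.06 relative to the other amino acids, and the whole span was 0.15, with 1 amino acid past the threshold (glutamate, at -0.11, adjusted exact permutation p 0.0109).

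Glycine exceeded tyrosine by 0.70 before TAA, by 0.66 before TAG and by 0.78 before TGA in the EJC-independent reporter. Over codons as units 2 of 20 amino acids were higher and 0 lower. The 0 is no evidence against low amino acids, since the test did not call even the lowest pair of codons. With contexts of 6 random bases as units, a test chosen after the data were seen, 3 amino acids were higher (glycine, threonine and serine) and 8 were lower, led by tyrosine at -0.32, phenylalanine at -0.25, methionine at -0.25, histidine at -0.23, cysteine at -0.21 and glutamine at -0.20 (adjusted permutation p 2e-05 for each of these 6).

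In the EJC-enhanced reporter the amino acid of the last codon made little difference. Glycine (2.30, effect 0.01, interval -0.03 to 0.05) and tyrosine (2.30, effect 0.01, interval -0.03 to 0.06) lay close to the mean of the others. The permutation test called 0 of 20 amino acids, with codons or with contexts as units, and 2 had an unadjusted p under 0.05 over codons. Aspartate (2.36), asparagine (2.35), threonine (2.33) and isoleucine (2.32) were highest, and methionine (2.21), tryptophan (2.23), arginine (2.24) and lysine (2.25) lowest, a span of 0.14, beside 0.17 in the TGG variants. The lysine effect of -0.04 turned to 0.11 with a mean count of 50 or more. It was also above 0 with inverse variance weights (0.03), with the median and after subtraction of the matched TGG variants. In the other alternatives it stayed below 0. For each stop codon alone the span was larger, 0.23 for TAA, 0.25 for TAG and 0.23 for TGA. The median standard error of single variants is larger in this table, 0.53 against 0.33, yet the interval of the glycine effect leaves out values as large as those of the EJC-independent reporter.

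**Figure D2:**
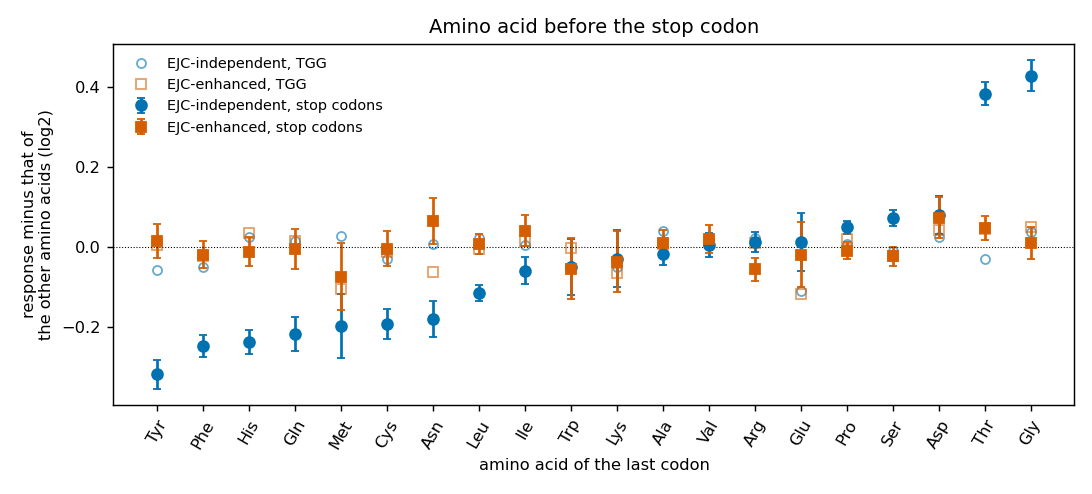
Response of stop variants with each amino acid as the last codon minus that of the other amino acids (y axis, log2, filled symbols, bars are 95% intervals over variants) for the 20 amino acids (x axis, in the order of the EJC-independent reporter), with the same quantity in TGG variants as open symbols. Glycine and threonine stand at 0.43 and 0.38 and tyrosine at -0.32 in the EJC-independent reporter, and glycine and tyrosine both at 0.01 in the EJC-enhanced reporter.

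Codons of the same amino acid gave close values in the EJC-independent reporter. The 4 glycine codons gave 2.17 for GGC, 2.14 for GGG, 2.12 for GGA and 2.08 for GGT, and GGC, GGG and GGA were the 3 highest of all codons, followed by the threonine codon ACT at 2.10. The lowest were both tyrosine codons, TAT at 1.39 and TAC at 1.44, with the leucine codon TTA at 1.44 and the phenylalanine codon TTT at 1.47. The widest ranges within an amino acid were those of arginine, from 1.55 (AGG) to 1.85 (CGT), and leucine, from 1.44 (TTA) to 1.73 (CTG). Amino acids held 92.2% of the variance of the 61 codon means, against a median of 31.2% when amino acids were permuted over codons (permutation p 1e-05). Codons of an amino acid mostly share their first and middle bases, so this test cannot separate the amino acid from those bases. Of the single bases, the middle base of the last codon held the largest share of the variance of single variants, 3.20%, with its first base at 1.67%, its last base at 0.110% and the base after the stop codon at 0.225%.

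The EJC-enhanced reporter had codon means with an SD of 0.05, against 0.19 in the EJC-independent reporter, and amino acids held 43.7% of their variance (permutation p 0.102, permuted median 30.97%). The highest codons were GAC (2.38), AAC (2.37), ACC (2.37) and ACA (2.35), and the lowest AGG (2.10), AGT (2.20), GGG (2.20) and AAA (2.21). Glycine codons gave 2.33 for GGA, 2.33 for GGC, 2.32 for GGT and 2.20 for GGG. The share between amino acids passed the threshold under 2 alternatives, at 54.5% with a mean count of 50 or more (permutation p 0.00601) and at 52.7% with inverse variance weights (permutation p 0.0277).

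**Figure D3:**
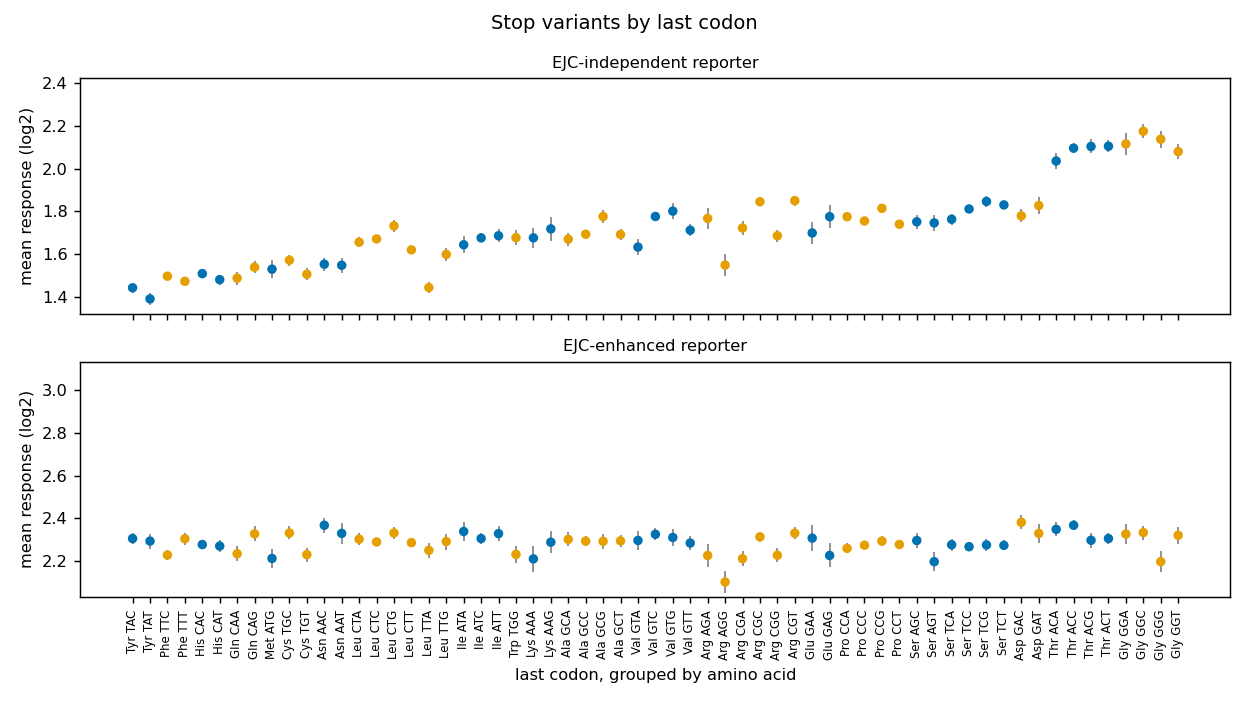
Mean response of stop variants on the log2 scale (y axis, bars are standard errors over variants) for the 61 last codons (x axis), grouped by amino acid in the order of the EJC-independent reporter, with colours alternating between amino acids and both panels spanning the same height. Codons of an amino acid lie together in the EJC-independent reporter, from 1.39 for TAT to 2.17 for GGC, and within 2.10 to 2.38 in the EJC-enhanced reporter.

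The penultimate codon had smaller effects. For the EJC-independent reporter arginine was lowest at 1.57, an effect of -0.16 (adjusted permutation p 0.0002), and valine highest at 1.86, an effect of 0.15 (adjusted exact permutation p 0.00132). Glutamine (1.61) and histidine (1.63) at the low end, and isoleucine (1.82) and proline (1.82) at the high end, did not pass the test over codons, although proline passed with inverse variance weights (0.13, adjusted permutation p 0.0135) and with the median (0.12, adjusted permutation p 0.032), and isoleucine with a linear term for G or C (0.16, adjusted permutation p 0.022). For the EJC-enhanced reporter lysine was lowest at 2.12 or an effect of -0.17 (adjusted exact permutation p 0.0109), followed by tryptophan (2.21) and asparagine (2.24), with proline (2.34), threonine (2.32) and alanine (2.32) at the high end, none of which passed. After subtraction of the matched TGG variants, valine stood at 0.11 (adjusted permutation p 0.117) and lysine at -0.08 (adjusted permutation p 0.641), so these calls ended, while arginine kept its call in each of the alternatives run.

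The base after the stop codon moved the response by less than 0.1. In matched contexts of the EJC-independent reporter, A raised it by 0.08 (mean response 1.77) and C lowered it, at -0.05 (mean 1.69), relative to the other bases (adjusted permutation p 2e-05 for each). G (0.00, mean 1.71) and T (-0.01, mean 1.72) did not pass. In matched contexts of the EJC-enhanced reporter, G was lower at -0.05 (mean 2.25, adjusted permutation p 0.00044) and C higher at 0.02 (mean 2.30, adjusted permutation p 0.0418), while A (0.02, mean 2.32) and T (0.01, mean 2.29) did not pass. With a mean count of 50 or more, the EJC-enhanced reporter had only A past the threshold (0.05, adjusted permutation p 0.013), with G at -0.02 (adjusted p 0.349) and C at -0.02 (adjusted p 0.237), and G also lost its call for TGA alone (-0.03, adjusted p 0.578). The call of C was kept with no count filter and ended in the other 8 alternatives that could change it. For the EJC-independent reporter, C stood at -0.03 after subtraction of the matched TGG variants (adjusted permutation p 0.309), and G passed with inverse variance weights (0.03, adjusted permutation p 0.000173).

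Grouped by the fixed lists, 4 of 14 were higher and 7 lower in the EJC-independent reporter. Glycine as last codon was higher by 0.46, while aromatic amino acids (phenylalanine, tyrosine and tryptophan) were lower, at -0.24 (adjusted permutation p 2.8e-05 for both). The lists of aliphatic (-0.08) and basic (-0.07) amino acids were lower and that of polar ones (0.06) higher. Their members were mixed with contexts as units: tyrosine (-0.32) and phenylalanine (-0.25) but not tryptophan (-0.01) among the aromatic, leucine (-0.12) and methionine (-0.25) but not alanine (-0.01), valine (0.00) or isoleucine (-0.04) among the aliphatic, histidine (-0.23) but not arginine (0.00) or lysine (-0.03) among the basic, and among the polar threonine (0.38) and serine (0.07) above 0 but asparagine (-0.18), glutamine (-0.20) and cysteine (-0.21) below. Proline (0.05, adjusted permutation p 0.0658) and acidic amino acids (0.04, adjusted permutation p 0.157) did not pass. Windows with 5 or 6 G or C bases were higher by 0.11 and those with 5 or 6 A or T bases lower, at -0.12. Contexts with AA just before the stop codon (-0.13), with an ATG in the random bases (-0.06) and with TGA followed by C against other TGA variants (-0.06) were lower. Contexts in which a G precedes TAAG or TGAG, which resemble a splice donor, were higher by 0.06 without AG ahead (adjusted permutation p 0.00644) and stood at 0.03 with AG ahead (adjusted permutation p 0.683), where TAA alone reversed the value to -0.58 (adjusted permutation p 0.00682) and subtraction of the matched TGG variants gave -0.34 (adjusted permutation p 0.103). These lists were set against all other stop variants, including those with TAG, the stop codon with the lowest mean response (1.63). Without AG ahead, TAA alone gave 0.03 (adjusted permutation p 0.184) and TGA alone 0.02 (adjusted permutation p 0.588). The call without AG ahead therefore cannot be told apart from the mix of stop codons. The ATG call ended in 7 of its 10 alternatives, that on splice donor-like contexts without AG ahead in 4 of 8, and those on aliphatic, basic and polar amino acids for TAG alone. For TGA alone basic amino acids and AA before the stop codon lost their calls and acidic amino acids passed, and proline passed with no count filter and with the median.

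None of the 14 lists passed in the EJC-enhanced reporter. There were 3 with an unadjusted p under 0.05, basic amino acids (-0.04), AA before the stop codon (-0.07) and the splice donor-like contexts with AG ahead (-0.13). The last passed with a mean count of 50 or more (-0.33, adjusted permutation p 0.0162) and for TAA alone (-0.71, adjusted permutation p 0.00013) but stood at 0.25 for TGA alone (p 0.235), basic amino acids with no count filter (-0.04, p 0.0494) and for TAG alone (-0.09, p 0.00418), and AA before the stop codon with no count filter (-0.08, p 0.0494), although its contexts stood as low in TGG variants (-0.08) and at 0.03 with a mean count of 50 or more. Glycine stood at -0.01 and aromatic amino acids at -0.02, with adjusted permutation p of 0.778 and 0.545.

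Values of the same contexts in the 2 reporters were at most weakly related. The EJC-enhanced values spread little, with an SD of codon means of 0.05 and an amino acid span of 0.14, beside 0.17 in TGG variants. Noise of that size pulls correlations toward 0, so low values do not show that contexts act differently in the reporters. Over the 20 amino acids of the last codon Pearson's r was 0.227 (permutation p 0.336) and Spearman's rho 0.156 (permutation p 0.510), with r 0.0564 without glycine and threonine, the 2 farthest from the median. Over the 61 codons r was 0.236 (permutation p 0.0674) and rho 0.215 (permutation p 0.0955), with r 0.302 without the 2 farthest codons; r passed with inverse variance weights (0.285, permutation p 0.0275) and for TAG alone (0.307, permutation p 0.0161), and was 0.00267 after subtraction of the matched TGG variants. Over 26171 stop variants present in both tables r was 0.00846 and rho 0.00926 (permutation p 0.173 and 0.135), across sequences that are not independent replicates. Tested codon by codon with the reporter labels exchanged, the difference in amino acid effect passed for 0 of 20, with glycine at 0.42 (p 0.0113, adjusted permutation p 0.155) and tyrosine at -0.33 (p 0.160). Each amino acid has only 1 to 6 codons, and the smallest p that this exchange can reach was not computed. The planned test therefore called no amino acid, and its power to find a difference is not known. With contexts as units, chosen after the data were seen, the difference passed for 12 of 20.

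Single variants reached far beyond the means. In the authors' deposited table of the EJC-independent reporter, the largest responses were 4.21 ± 0.49 (standard error) for TCGCCGTAGG, 4.09 ± 0.44 for TACGGGTGAC, 4.03 ± 0.45 for ACCGGCTAGG, 3.99 ± 0.54 for CCCGAGTGAG and 3.98 ± 0.56 for GTTGCCTGAG, with proline, glycine, glycine, glutamate and alanine as last codon in that order. Its smallest called responses, in the authors' deposited table, were 0.24 ± 0.11 for CACGCTTGAG, 0.35 ± 0.16 for AATACATGAC, 0.37 ± 0.12 for TCATACTAGC, 0.47 ± 0.18 for AGTCTTTAGG and 0.53 ± 0.16 for GCCCAGTGAG, with alanine, threonine, tyrosine, leucine and glutamine as last codon in that order. The authors' deposited table of the EJC-enhanced reporter had its largest responses at 7.23 ± 0.78 for TCTAATTAAG, 6.502 ± 1.08 for CAAAGCTGAT, 6.498 ± 0.70 for TATTTGTGAC, 6.46 ± 1.00 for TATGATTAGC and 6.33 ± 0.82 for TGGTTGTGAA, with asparagine, serine, leucine, aspartate and leucine as last codon in that order. The smallest called there, per the authors' deposited table, were 0.88 ± 0.39 for CGGGCCTGAG, 0.92 ± 0.42 for CGTTTATAAC, 0.94 ± 0.44 for ACTGTTTAAC, 0.95 ± 0.43 for ATGTATTGAC and 0.96 ± 0.42 for CACCAGTAGT, with alanine, leucine, valine, tyrosine and glutamine as last codon in that order. All of these were picked as extremes among called variants with a mean count of 100 or more, so part of their distance from the mean is chance.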

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

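The difference in the stop codon effect was tested as planned. The tests of stop codon pairs and of amino acids between the reporters, with contexts as units, were chosen only after the results were seen, as were the test in TGG variants and the test of noise given here.

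The reporters differed in how far a stop codon raised the response, by 0.53 (enhanced minus independent, permutation p 1e-05). They also differed in how far TGA stood above the other stop codons. TGA minus TAG was larger in the EJC-independent reporter by 0.16 and TGA minus TAA by 0.14 (adjusted permutation p 1.5e-05 for both). TAA minus TAG did not pass (0.009, adjusted permutation p 0.55). For the last codon, the amino acid effect in the EJC-independent reporter minus that in the EJC-enhanced reporter passed the test over contexts for 12 amino acids. It was above 0 for glycine (0.47), threonine (0.33) and serine (0.11). It was below 0 for tyrosine (-0.33), phenylalanine (-0.23), histidine (-0.23), methionine (-0.20), asparagine (-0.20), cysteine (-0.20), glutamine (-0.17), leucine (-0.13) and isoleucine (-0.11). For the penultimate codon it passed for 5, arginine (-0.16), lysine (0.15), valine (0.14), isoleucine (0.13) and glutamine (-0.12). The planned test over codons, with 1 to 6 codons per amino acid, called 0 of 20 for the last codon. Its power was not computed, so the differences between amino acids rest on the test chosen afterwards.

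Glycine stood 0.71 above tyrosine in the EJC-independent reporter. In the top quartile of stop variants by mean count the difference was 0.69 ± 0.03 (SE), and with a linear term for the number of G or C bases it was 0.62 ± 0.03, so depth and a linear effect of base composition do not account for it. TGG variants gave 0.10 ± 0.04, which argues against an effect of the context without a stop codon. Where an in-frame stop codon takes the place of the last codon, the codon before it becomes the last sense codon, and over the 20 amino acids its response ranked with that of the designed position (rho 0.472, permutation p 0.0393, adjusted over the 2 reporters 0.0786). Glycine gave 2.20 ± 0.10 (50 variants) and tyrosine 1.57 ± 0.11 (41 variants) there, but alanine was level with glycine at 2.16 ± 0.07 (88 variants), and phenylalanine (1.505, 62 variants), tryptophan (1.33, 15 variants) and glutamate (1.20, 5 variants) lay below tyrosine. With the effects of the penultimate codon, the same values gave rho 0.122 (permutation p 0.609). The relation with the designed last codon rests on glycine and threonine, since r went from 0.450 (permutation p 0.0480) to 0.172 without them. Whether the effect is tied to the amino acid next to the stop codon therefore stays open.

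Amino acid differences were smaller in the EJC-enhanced reporter. Noise alone is argued against, since the upper 95% bound of the glycine effect there was 0.050, below the lower bound of 0.39 in the EJC-independent reporter. A ceiling of the measurable response stays open. Among the top quartile of stop variants by mean count, the upper tail (95th percentile minus median) was 1.165 times the lower tail (95% interval 1.105 to 1.231), so the largest responses did not pile up as written beforehand. That bound was too weak a test, because TGG variants of the same depth had an SD of 0.37 against 0.44 for stop variants, and such noise would hide a pile-up. A biological difference between the reporters, such as the exon junction complex, remains untested as the cause, since each reporter is 1 sequence with its own library.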

How the results depend on the processing

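No paired analysis was possible because the tables hold 1 comparison per variant and no value per library. For the same reason alternatives on scaling, on the count model and on leaving out each replicate, listed beforehand, were not run. Of 982 comparisons of a result with an alternative, 882 kept direction and side of the threshold or stayed within 1.5 times, 44 of them with a change of sign where no setting passed. The stop codon effect (1.73 to 1.75 and 2.26 to 2.30), glycine as last codon in the EJC-independent reporter (0.38 to 0.46), its share of variance between amino acids (85.9% to 94.8%) and the stop codons in the random bases passed in each alternative run. Each cause of the following was not tested. Contexts as units, added after the data were seen, gave 11 amino acids in place of 2 for the last codon and 8 in place of 2 for the penultimate codon (EJC-independent), 2 in place of 1 for the penultimate codon (EJC-enhanced), and 12 in place of 0 that differ between reporters. The penultimate count was 1 minus the TGG partner and for TGA alone (EJC-independent), and 0 with the median, minus the TGG partner and for TAG alone (EJC-enhanced). For the base after the stop codon, the EJC-independent count was 1 in place of 2 minus the TGG partner. The EJC-enhanced count was 0 in place of 2 for TGA alone and 1 for TAA alone, TAG alone, the median, inverse variance weights, the TGG partner, a mean count of 50 or more (A in place of G and C) and without splice-like contexts; C, the base mostly lost, reversed to -0.017 at a mean count of 50 or more. A linear term for G or C in the random bases cannot change the comparison of the following base and removes the lists on base composition by construction, so neither outcome is informative. Lists past the threshold were 7 with a linear term for G or C (2 of the lost lists are those on base composition) and 6 for TAG alone in place of 11 (EJC-independent), and 2 with no filter and 1 at a mean count of 50 or more, for TAA alone and for TAG alone in place of 0 (EJC-enhanced). The lists on TGA followed by C and on splice donor-like contexts hold no TAG variants. For TAG alone they are absent by construction and are not lost calls. Splice-like contexts with AG ahead reversed to -0.58 for TAA alone in the EJC-independent reporter. In the EJC-enhanced reporter TGA minus TAG was 0.027 with the median (adjusted permutation p 0.0514), TAA minus TAG 0.022 at a mean count of 50 or more (0.233), and the share between amino acids 54.5% there and 52.7% with inverse variance weights. Called TGG variants were 239 at an absolute log2 fold change over 1 and 371 at an adjusted p under 0.01 in place of 834 (EJC-independent), and 189 at an adjusted p under 0.01 in place of 541 (EJC-enhanced). Depth limits single variants, whose median standard error is 0.33 and 0.53.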

Other observations

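The tests of a second stop codon downstream and of the splice donor were chosen after the results were seen, and the other tests of this part were written before their values were computed.

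Among deeply read stop variants (mean count of 1000 or more), the amino acid of the last codon held 32.6% of the variance of single responses in the EJC-independent reporter (5574 variants), where chance would give 0.341%. The EJC-enhanced reporter gave 2.91% (1935 variants, 0.982% by chance). TGG variants of that depth gave 1.27% and 1.58%, with 0.718% and 0.949% by chance. The spread of those TGG variants was an SD of 0.19 in the EJC-independent reporter, beside a median deposited standard error of 0.11, and 0.24 beside 0.26 in the EJC-enhanced reporter.

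In TGG variants of the EJC-independent reporter, a stop codon in the place of the penultimate codon gave a response 0.40 ± 0.04 (SE) above that of designed stop codons, and 0.52 ± 0.03 at a mean count of 200 or more (106 variants). Low depth is therefore not its source, nor is a second stop codon in the window, which these variants lack. The codon before such a stop codon is part of the fixed reporter sequence, which was not used here, so its amino acid is a candidate explanation that was not tested.

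A hypothesis from the side chains is that smaller amino acids before the stop codon go with a larger response in the EJC-independent reporter. Over the 20 amino acids the effect ran against side chain volume (rho -0.550, permutation p 0.0140, adjusted over 2 properties 0.0281; r -0.563, permutation p 0.00969, and -0.499 without the 2 amino acids farthest from the median volume). Hydropathy showed no such relation (rho -0.147, permutation p 0.532, adjusted 0.532; r -0.0821, permutation p 0.733, and -0.115 without the 2 farthest). Alanine, with a small side chain, stood at -0.02, so volume may be at most part of the pattern. The relation with volume was not computed without glycine and threonine, which have the largest effects. How far it rests on them is not known. The tables hold no measure of peptidyl-tRNA hydrolysis, the variable in the title of the series, so its part was not tested.

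The contexts AGG TAA followed by G match the consensus of a splice donor, and they had low responses in both reporters, 1.11 ± 0.38 (SE, 7 variants) in the EJC-independent and 1.59 ± 0.17 (29 variants) in the EJC-enhanced reporter. They were picked because the list that holds them was low for TAA alone, so no test on the same variants can decide for a splice donor. Relative to AGG TAA followed by another base, the difference was -0.58 ± 0.19 in the EJC-enhanced reporter and -0.40 ± 0.39 in the EJC-independent reporter. AGG TGA followed by G, which also resembles a splice donor, was not low, at 2.55 ± 0.19 (26 variants) in the EJC-enhanced and 1.99 ± 0.15 (19 variants) in the EJC-independent reporter. AGG TAG followed by G was not on the list of splice donor-like contexts. It differs from AGG TAA followed by G only in the last base of the stop codon, so it may still resemble a splice donor. It gave 1.88 ± 0.17 (29 variants) in the EJC-enhanced and 1.16 ± 0.24 (14 variants) in the EJC-independent reporter. AGG TAG followed by A, C and T gave 1.87 ± 0.34, 2.09 ± 0.18 and 2.20 ± 0.18 in the EJC-enhanced reporter. In the EJC-independent reporter they gave 1.38 ± 0.27, 1.425 ± 0.13 and 1.54 ± 0.13. These were not tested against each other, so whether the low values are particular to TAA followed by G is not decided. Whether splicing has a part in the low responses stays open.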
